A study of Homo sapiens with 12 samples.

How the data were processed

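The study measured chromatin in pancreatic multipotent progenitor cells (MPCs), the stage 4 cells of an in vitro differentiation that starts from the human embryonic stem cell line H1. Cells of 2 genotypes were compared: cells with both PTF1A alleles intact (WT), and cells homozygous for a deletion of a PTF1A enhancer (KO). Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was done with antibodies against H3K27ac, a histone modification of active promoters and enhancers, against MED1, a subunit of the Mediator complex, and against the transcription factor PTF1A. Each of the 6 combinations of antibody and genotype had 2 libraries, 12 in all. Genotype, antibody and replicate number came from the labels.

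Per the labels' protocols, the cells were crosslinked with paraformaldehyde and sonicated before immunoprecipitation. Peaks were called with MACS2, which is named in the peak names of the deposited files. Its version and options, the control library and the aligner were not stated. The authors called peaks separately in each library and did not pool replicates, since each library has its own list. H3K27ac lists are in broad-peak format, and MED1 and PTF1A lists are in narrow-peak format. In each deposited list the authors give every peak a score (the −log10 q-value on a coarser scale, not used further), a fold enrichment over the local background (a linear ratio), the −log10 p-value and the −log10 q-value. The narrow-peak lists have 1 other deposited column, the position of the summit within the peak. The lowest deposited −log10 q-value was 1.01 in the H3K27ac lists and 2.00 in the narrow lists, so weaker signal was not part of the lists. A region without a peak is therefore a region below the calling threshold and need not lack signal. Per-peak values are the authors' own and were used only to describe, rank or filter peaks within a list.

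Positions follow GRCh37 (hg19). The unplaced sequences carry the names of that build, the highest coordinate on chromosome 1 was 249225361 against a length of 249250621, and 0 peaks passed the end of a chromosome. The GRCh37 sequence and the GENCODE annotation lifted to it were used for genes, transcription starts and sequence. All coordinates are 1-based.

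Peaks on chromosomes 1 to 22, X and Y were kept. The 4 lists of an antibody were merged into regions wherever peaks shared at least 1 base, and a library was present in a region when it had a peak there. WT-only regions had a peak in both WT libraries and in neither KO library, and KO-only regions the reverse. PTF1A sites were merged regions with a peak in both WT PTF1A libraries. Similarity of 2 lists was the Jaccard index, the shared bases divided by all bases under either list. Covered length was the number of bases under the peaks of a library. The PTF1A locus was the window of 100 kb on either side of the PTF1A transcription start, and the genome was also tiled in windows of 100 kb.

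Group means of library values were compared with exact two-sided permutation tests over the 6 assignments of 4 libraries to 2 groups. With 2 libraries per group these cannot give a p below 0.333, so none of these permutation tests can pass 0.05, whatever the size of a difference. Regions were compared with Fisher's exact test, two-sided, with odds ratios and 95% intervals (normal approximation of the log odds ratio). Regions are not replicates, so these p-values describe the libraries at hand and not the genotypes. The numbers of WT-only and KO-only regions, the similarities, and the odds ratios of loss, gain and promoter share were therefore set beside the same values for the 2 splits of the 4 libraries that mix the genotypes. Motifs were the E-boxes CACCTG, CATCTG and CAGCTG on either strand, and a composite in which TTTCC or TTCCC lay within the 20 bases after an E-box on the same strand. They were sought in 100 bases centred on the stronger summit of a site and in flanks centred 1000 bases to either side, with a permutation test of 100000 sign flips within sites. As a background, sites were shifted by 100 kb to either side. A region was called promoter-proximal within 1000 bases of an annotated transcription start.

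The peak lists hold no read totals. For the narrow lists, the deposited fold enrichment and −log10 p-value were solved for the whole-number pileup (fragments at the summit) and the local background that give both under MACS2's Poisson model. Of the MED1 and WT PTF1A peaks, 98.2% to 99.6% per library had such a solution. The lowest background in a library was taken as its genome-wide background, a measure of depth (fragments per position) that depends on both the number of reads and the fragment length. For H3K27ac the depth is unknown.

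The tests of the main comparisons, the alternatives listed here and the rule for naming regions were fixed before the data were examined, while the solution for pileup, the tests of explanations and a few added alternatives were chosen later. The rule names all regions within 100 kb of the PTF1A start, and all PTF1A peaks of KO libraries that have at most 10. It also names the 3 strongest WT-only and KO-only regions of H3K27ac and MED1, ranked by the lower of the 2 libraries' −log10 q-values. The 3 strongest PTF1A sites, the 3 windows with the largest loss and gain, and a panel of 18 genes complete it. The values of 1 gene of the panel are not reported here by themselves. Alternatives were peaks with a −log10 q-value of at least 10, lists shortened to the shortest list of the antibody, a peak covering at least 50% of a region and all sequences of the files. Other window sizes, other promoter distances and motif windows, PTF1A sites from either library, stratification by fold enrichment, replicate number as a block and leaving out each library in turn were also tried. Lists of neural, mesenchymal, liver, intestinal, pluripotent and endocrine marker genes were written before the tests that use them, but after gains in KO near some neural, HOX and NR2F genes had been seen, and those genes were left out of the lists. Cover within 10 kb of their starts was compared with 10000 random gene lists matched on deciles of mean cover.

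The computations used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0, samtools 1.23.1 and matplotlib 3.10.9. The steps were tested on simulated data. Of 200 WT-only regions planted among 23855 H3K27ac regions, 200 were recovered with 0 false calls, and of 200 planted among 5225 MED1 regions, 200 were recovered with 0 false calls. These simulated lists started from regions present in all 4 libraries and lost no peaks except the planted ones. They therefore test the computation and say nothing of the rate of false calls in the data. With random labels in place of PTF1A binding, 6 of 100 draws over 34911 H3K27ac regions and 5 of 100 draws over 6685 MED1 regions gave a Fisher p below 0.05. In 1000 simulated peaks the pileup was recovered for 100% of peaks, and with shuffled p-values a solution was found for 0.4%. Of 100 random gene lists drawn from 5000 simulated genes, 4 lay above the upper limit used for the lists, which leaves 2.5% of matched lists above it. Peaks on unplaced sequences were left out of the main comparisons.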

Results

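Peak lists of H3K27ac, MED1 and PTF1A were compared between WT and PTF1A enhancer-deleted (KO) pancreatic progenitors, with 2 libraries per group. PTF1A is a transcription factor of the early pancreas. The labels do not give the coordinates of the deleted enhancer, so regions inside the deletion, where KO cells have no sequence to recover, could not be set apart from regions that lost signal.

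H3K27ac peaks numbered 53520 and 56267 in the WT libraries and 55884 and 57576 in the KO libraries, or 54893.5 ± 1942 against 56730 ± 1196 (mean ± SD, n = 2 each). The ranges overlapped (exact permutation test, two-sided, p = 0.667). H3K27ac peaks covered 64.7 ± 3.85 Mb in WT and 62.3 ± 3.21 Mb in KO (SD, n = 2; exact permutation p = 0.667), a difference smaller than the spread between replicates. MED1 peaks numbered 11852 and 9412 in WT and 18440 and 15189 in KO, 10632 ± 1725 against 16814.5 ± 2299 (SD, n = 2). Both KO lists were longer than both WT lists, by 1.58-fold in the mean, and the exact permutation p of 0.333 is the smallest the design allows. MED1 covered 5.74 ± 1.06 Mb in WT and 9.48 ± 1.36 Mb in KO (SD, n = 2; exact permutation p = 0.333). Among peaks with a −log10 q-value of at least 10 the log2 ratio of MED1 peak number was 0.57, against 0.66 for all peaks.

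**Figure D1:**
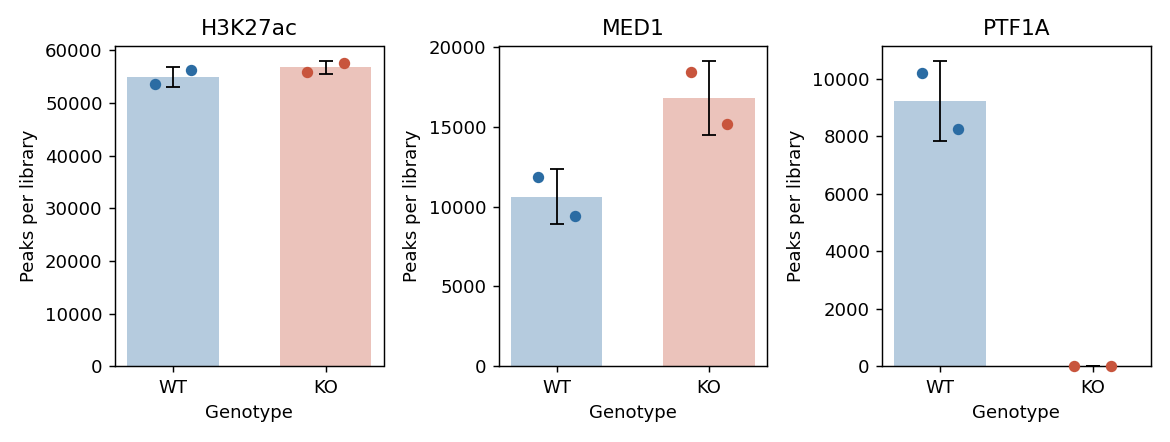
Number of peaks per library (y axis) by genotype (x axis) for the 3 antibodies, with bars at the mean, error bars of 1 SD (n = 2) and a point per library. MED1 lists hold 9412 and 11852 peaks in WT against 15189 and 18440 in KO, and PTF1A lists hold 8244 and 10205 in WT against 2 and 2 in KO.

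The depth of the MED1 libraries was read from the deposited fold enrichments and p-values. The implied genome-wide background was 1.65 and 1.6 fragments per position in the WT libraries and 1.51 and 1.51 in the KO libraries. The longer KO lists therefore did not come with a higher background. In the PTF1A libraries the background was 1.27 and 1.37 in WT. In KO it rests on 2 peaks per library, whose lowest values were 1.76 and 1.5, and these are upper limits of the genome-wide value.

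PTF1A binding was compared first because the deletion targets a regulatory element of this gene. The WT libraries had 10205 and 8244 PTF1A peaks, 9224.5 ± 1387 (SD, n = 2), and each KO library had 2 (exact permutation p = 0.333, the smallest possible). The 2 KO peaks lay at the same places in both KO libraries, and both WT libraries had a peak there too. One lies on chromosome 14 at 95623683 to 95623920, in an exon of DICER1, 0.427 kb from an annotated DICER1 start. MED1 peaks covered this place in all 4 MED1 libraries. The implied PTF1A pileup was 33 and 40 fragments in WT and 44 and 48 in KO. The other lies between genes on chromosome X at 115408448 to 115409334, 106 kb from the AGTR2 start, with a pileup of 28 and 82 fragments in WT and 40 and 20 in KO.

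Of the peaks of WT replicate 1, 66.0% overlapped a peak of replicate 2, and 81.7% of the peaks of replicate 2 overlapped replicate 1, with a Jaccard index of 0.531. In lists of equal length the shares were 75.1% and 75.3%. Peaks found in both libraries gave 6707 PTF1A sites with a median width of 338 bases, of which 19.9% lay within 1000 bases of a transcription start. The 3 strongest sites were in MEG3 (chromosome 14, 101323011 to 101324589, exonic), in an intergenic region 146 kb from NFE2L3 (chromosome 7, 26044662 to 26045905) and at the start of CPA1 (chromosome 7, 130019212 to 130020693, coding exon). Their fold enrichments in WT replicate 1 were 115.6, 93.0 and 112.9.

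The sequences under the sites were examined for the DNA motifs of basic helix-loop-helix factors. An E-box lay within the central 100 bases of 81.7% of the 6707 sites and in 19.7% of the flanks, a difference of 62.0 percentage points. The composite motif was present at 18.5% of the centres and 1.13% of the flanks. Both permutation p-values were 1e-05, the smallest that 100000 sign flips can give. In central windows of 50 bases the E-box difference was 51.1 points.

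The effect at PTF1A itself was measured in the 200 kb centred on its transcription start. PTF1A (ENSG00000168267.7_12) lies on chromosome 10 at 23481241 to 23483174, on the plus strand. H3K27ac peaks covered 30.5 ± 0.727 kb of the window in WT and 3.51 ± 1.43 kb in KO (SD, n = 2). MED1 peaks covered 7.30 ± 2.66 kb in WT and 1.07 ± 0.511 kb in KO. PTF1A peaks covered 2.44 ± 0.111 kb in WT, and the window had 0 PTF1A peaks in both KO libraries. For each antibody the WT and KO values did not overlap, and the exact permutation p was 0.333, the smallest possible with n = 2 per group. Of the 12391 windows of 200 kb with H3K27ac signal, 15 had a change as low as this one, and of 7843 windows with MED1 signal 5 did.

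**Figure D2:**
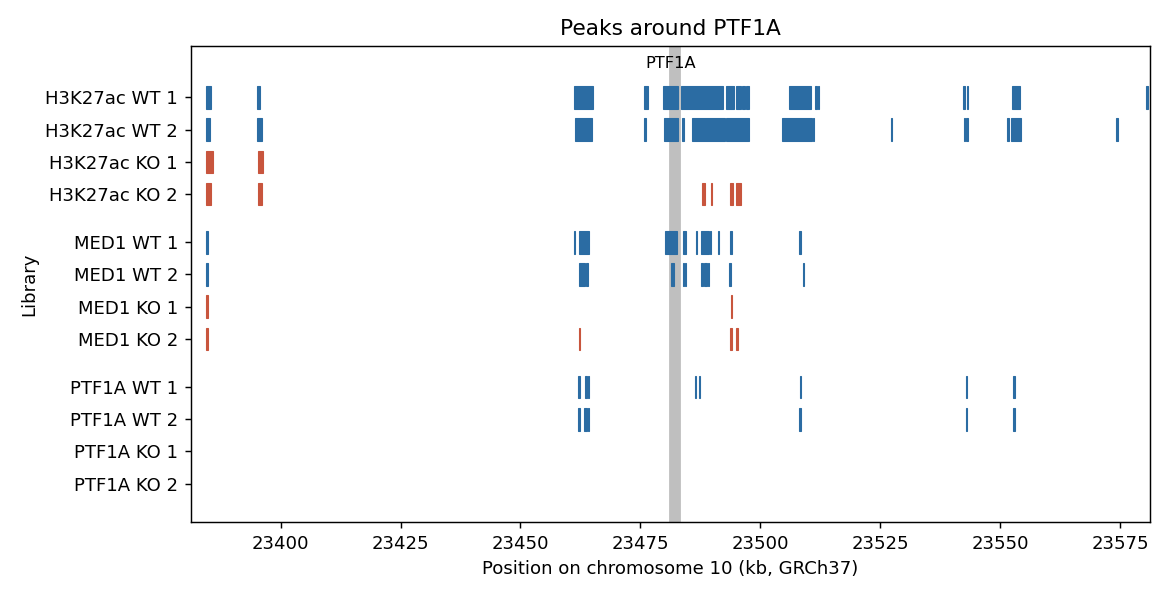
Peaks in each of the 12 libraries (y axis, WT in blue and KO in red) within 100 kb of the PTF1A start, by position on chromosome 10 (x axis, kb, GRCh37), with the PTF1A gene shaded. Between positions 23461238 and 23554351 peaks are dense in the WT libraries and sparse in the KO libraries, while the H3K27ac peaks that start near 23384388 and 23395150 are present in all 4 H3K27ac libraries.

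The window held 18 H3K27ac regions, of which 11 had a peak in both WT libraries, 7 of these had none in either KO library and 2 had a peak in all 4 libraries. Those 2 lie at the start of MSRB2 (23384388 to 23385826) and in an MSRB2 intron (23395150 to 23396251). The region over the PTF1A start and coding exons (23479658 to 23482873) had −log10 q-values of 38.3 and 18.6 in WT and no peak in KO. The intergenic region centred at −18.1 kb from the start (23461238 to 23465081) had fold enrichments of 22.1 and 13.4 in WT and no peak in KO. A region in a C10orf67 intron, centred 26.4 kb downstream (23504523 to 23510708), had fold enrichments of 6.93 and 7.61 in WT and no peak in KO. KO replicate 2 had H3K27ac peaks in 2 of the regions downstream of the gene (23483431 to 23492728 and 23492887 to 23497683), where KO replicate 1 had none.

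PTF1A bound 6 sites of the window in both WT libraries, and all 6 lacked a peak in both KO libraries. The strongest by the lower of the 2 libraries' −log10 q-values lay in an intergenic stretch at 23463304 to 23463906, −17.6 kb from the start. It had fold enrichments of 36.5 and 30.4. The site at 23461965 to 23462462, −19.0 kb from the start, had 26.0 and 33.8, and was thus the higher in WT replicate 2. The site in the C10orf67 intron (23508157 to 23508500, 27.1 kb downstream) had 9.68 and 9.0. Sites 61.7 kb and 71.7 kb downstream had 14.1 and 15.6, and 18.8 and 29.0. MED1 had 14 regions, 6 of them in both WT libraries and 3 of these in neither KO library. The intergenic MED1 region over the PTF1A sites upstream of the gene (23462153 to 23464306, −18.0 kb from the start) had fold enrichments of 9.09 and 8.85 in WT, no peak in KO replicate 1 and a peak of 5.18 in KO replicate 2. Present in all 4 libraries were 2 MED1 regions, at the start of MSRB2 (23384482 to 23384957) and in a C10orf67 intron 12.5 kb downstream (23493421 to 23494160). The second, which had no PTF1A site, had fold enrichments of 5.29 and 5.38 in WT and 5.98 and 4.78 in KO. The MED1 region over the PTF1A start (23481050 to 23482572) had 10.2 and 6.54 in WT and no peak in KO.

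Genome-wide similarity was then compared within and between genotypes. For H3K27ac the mean Jaccard index was 0.526 within and 0.511 between genotypes. KO replicate 2 had indices of 0.372 to 0.433 with the other libraries, while the other 3 libraries had indices of 0.597 to 0.645 with each other. The difference between within and between genotypes was 0.0148, above the −0.0118 and −0.00299 of the 2 mixed splits. Without KO replicate 2 it was −0.00159. It was −0.0519 without WT replicate 1, −0.105 without WT replicate 2 and 0.218 without KO replicate 1. The H3K27ac lists as a whole thus showed no separation by genotype that held with each library left out. For MED1 the indices were 0.43 within and 0.35 between genotypes, and the 2 mixed splits gave differences of −0.0349 and −0.0451. Without WT replicate 2 the MED1 difference of 0.0801 fell to 0.00825.

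H3K27ac peaks merged into 95156 regions, 23855 of them in all 4 libraries. WT-only regions numbered 2678 and KO-only regions 2052. The 2 mixed splits of the same libraries gave 613 to 3107 regions per side, so the numbers for the genotypes lay within the range that the mixed splits gave. Leaving out a library loosens the rule, so the counts rise whichever library is left out. The size of the rise differed between libraries. Without KO replicate 1 the counts were 10778 WT-only and 24373 KO-only regions, and without KO replicate 2 they were 3351 and 10846. MED1 peaks merged into 25460 regions, 5225 of them in all 4 libraries, with 380 WT-only and 2019 KO-only regions. The mixed splits gave 77 to 960 MED1 regions per side, below the KO-only number. In MED1 lists of equal length there were 710 WT-only and 590 KO-only regions, so the excess of KO-only regions was not present there. Without KO replicate 2 the MED1 numbers were 451 and 8354, and without WT replicate 2 they were 2063 and 2575.

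The strongest WT-only H3K27ac regions were in an SLC16A12 intron (chromosome 10, 91271995 to 91279873), upstream of PTF1A at 23461238 to 23465081, and over an exon of ENSG00000288912 (chromosome 5, 168846288 to 168852991), 118 kb from SLIT3. Each overlapped a PTF1A site. The strongest KO-only H3K27ac regions were at SOX1 (chromosome 13, 112720371 to 112729454), MMP2 (chromosome 16, 55512941 to 55514326) and MIR124-2HG (chromosome 8, 65277195 to 65293325), and none overlapped a PTF1A site. In each of these 3 the fold enrichment was higher in KO replicate 2 than in KO replicate 1, at SOX1 14.5 against 5.65. For MED1 the strongest WT-only regions were in introns of CLMN (chromosome 14, 95730610 to 95732609) and ZFHX3 (chromosome 16, 72928821 to 72931940) and in an intergenic region 197 kb from STIM2 (chromosome 4, 27056386 to 27058144). All 3 overlapped a PTF1A site. The strongest KO-only MED1 regions were in an ADGRD1 intron (chromosome 12, 131573947 to 131574399), at NR2F1 (chromosome 5, 92923281 to 92924819) and at TPM1 (chromosome 15, 63334210 to 63335267), and none overlapped a PTF1A site.

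Whether places bound by PTF1A in WT cells lost H3K27ac or MED1 in KO cells was measured on the 6707 PTF1A sites. H3K27ac peaks overlapped 70.9% and 69.4% of the sites in the WT libraries and 55.0% and 43.1% in the KO libraries. The means were 70.2 ± 1.12% and 49.1 ± 8.39% (SD, n = 2), a difference of −21.1 percentage points without overlap of the groups (exact permutation p = 0.333, the smallest possible). Sites shifted by 100 kb overlapped H3K27ac peaks in 5.01% to 5.71% of cases. MED1 peaks overlapped 21.3 ± 6.74% of the sites in WT and 15.6 ± 5.43% in KO (SD, n = 2; exact permutation p = 0.667), and this difference was within the spread between replicates. In MED1 lists of equal length the difference was −9.63 percentage points and the groups did not overlap (exact permutation p = 0.333, the smallest possible). With the lists as deposited the difference was −5.67 points, and it depended on single libraries, at −0.902 points without WT replicate 1, −1.83 without KO replicate 2, −9.50 without KO replicate 1 and −10.4 without WT replicate 2. The MED1 background at shifted sites was 0.544% to 1.08%.

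**Figure D3:**
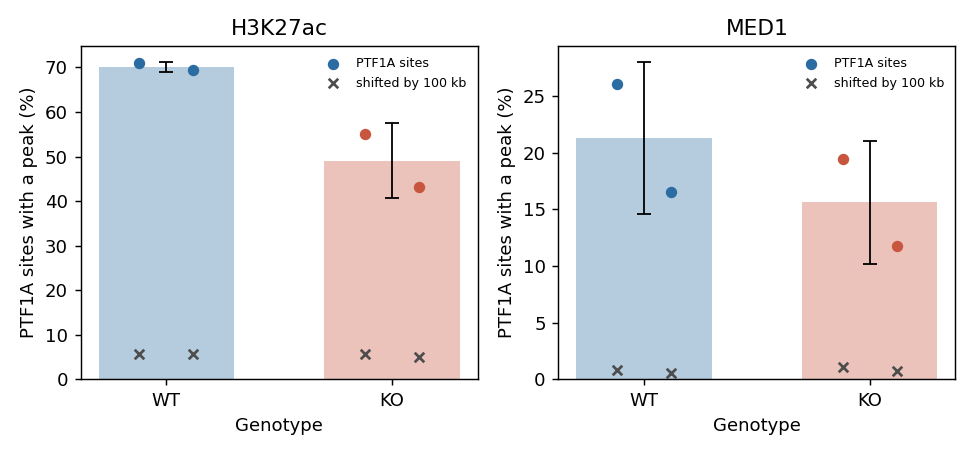
Share of the 6707 PTF1A sites that overlap a peak (y axis, %) by genotype (x axis) for H3K27ac and MED1, with bars at the mean, error bars of 1 SD (n = 2), a point per library and crosses for sites shifted by 100 kb. H3K27ac shares are 70.9% and 69.4% in WT against 55.0% and 43.1% in KO, and the MED1 groups overlap with the lists as deposited.

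The same question was asked of the regions present in both WT libraries. For H3K27ac, 612 of 4260 regions at a PTF1A site (14.4%) had no peak in either KO library, against 2066 of 30651 other regions (6.74%). The odds ratio was 2.32 (95% interval 2.11 to 2.56; Fisher's exact test, two-sided, p = 5.14e-58). For MED1, 207 of 1045 bound regions (19.8%) and 173 of 5640 other regions (3.07%) were lost, with an odds ratio of 7.81 (95% interval 6.30 to 9.67; Fisher's exact test p = 7.84e-74). The 4 contrasts of mixed genotypes gave odds ratios of 0.116 to 0.336 for H3K27ac and 0.271 to 2.36 for MED1. Within deciles of fold enrichment the odds ratios were 5.68 for H3K27ac and 9.60 for MED1. The unstratified H3K27ac value depended on single libraries. It was 0.538 without WT replicate 1, 0.915 without WT replicate 2 and 1.16 without KO replicate 1, and 16.9 among peaks with a −log10 q-value of at least 10. The MED1 value was 3.03 without WT replicate 1 and 3.57 without WT replicate 2. Within deciles of GC content the odds ratios were 1.78 for H3K27ac and 2.05 for MED1, so GC content went with much of the unstratified MED1 value.

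In the other direction, 15 of 2757 H3K27ac regions at PTF1A sites that were present in both KO libraries (0.544%) had no peak in either WT library, against 2037 of 25857 other regions (7.88%). The odds ratio was 0.0640 (95% interval 0.0384 to 0.106; Fisher's exact test p = 8.16e-71), and among peaks with a −log10 q-value of at least 10 it was 0.589 (p = 0.0757), no longer past the threshold. For MED1 the odds ratio of gain was 0.395 (95% interval 0.307 to 0.508; Fisher's exact test p = 1.06e-15). This value lay within the range of the mixed contrasts, 0.271 to 2.36. The H3K27ac value lay below the range of its mixed contrasts, 0.116 to 0.336, all of which were also below 1, so fewer changes at PTF1A sites were not particular to gain in KO.

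**Figure D4:**
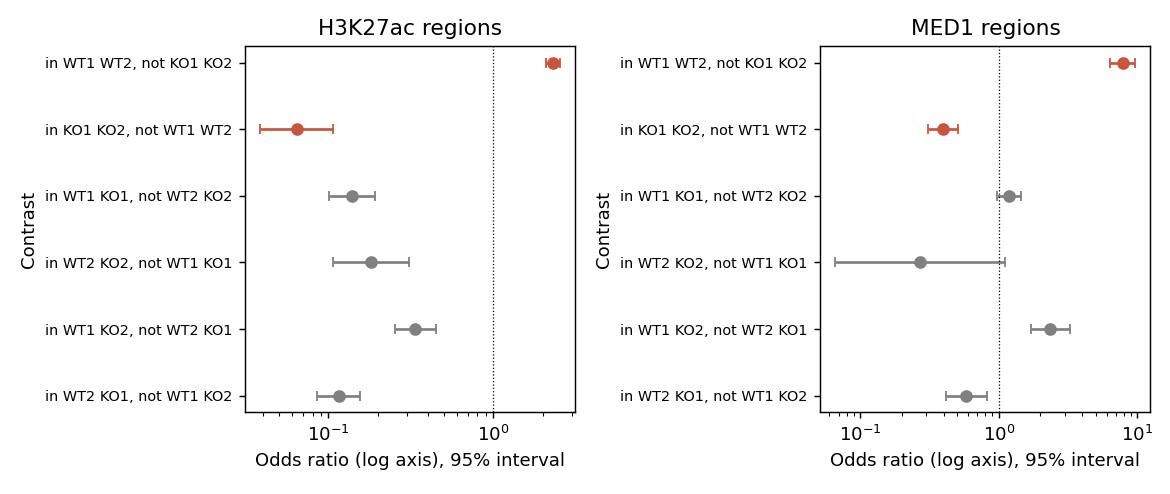
Odds ratio (x axis, log scale, bars are 95% intervals) that a region is absent, for regions at PTF1A sites against other regions, for each contrast of 2 libraries with the other pair (y axis), with the genotype contrasts in red and the mixed contrasts in grey. Loss in KO (top line) stands at 2.32 for H3K27ac and 7.81 for MED1, above the mixed contrasts, whose highest values are 0.336 and 2.36.

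Changed regions were then placed relative to promoters. Of the H3K27ac regions in all 4 libraries 63.2% lay within 1000 bases of a transcription start, against 13.3% of WT-only regions and 30.4% of KO-only regions, odds ratios of 0.0894 and 0.254. Of the MED1 regions in all 4 libraries 87.8% were promoter-proximal, against 25.8% of WT-only regions (odds ratio 0.0483) and 74.7% of KO-only regions (odds ratio 0.410). The p-values of Fisher's exact test were 1.79e-152 for MED1 WT-only and 1.10e-39 for MED1 KO-only regions. The 4 contrasts of mixed genotypes gave promoter odds ratios of 0.0857 to 0.172 for H3K27ac and 0.112 to 0.263 for MED1. The H3K27ac WT-only value thus lay within the range of the mixed contrasts and the MED1 WT-only value below it, while both KO-only values lay above it.

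In windows of 100 kb, H3K27ac cover was lower in both KO libraries than in both WT libraries in 3525 of 20924 windows with signal and higher in 3139. MED1 cover was lower in 452 of 10939 windows and higher in 3934. With 2 libraries against 2, chance puts 16.7% of windows without ties on each side. The window with the PTF1A start (chromosome 10, 23400001 to 23500000) ranked 23 for H3K27ac loss, with a change of −18.4 kb, and 4 for MED1 loss, with −6.04 kb. Without KO replicate 1 the ranks were 72 and 11, and in windows of 50 kb the H3K27ac rank was 5. The largest H3K27ac losses were at CLMN (chromosome 14, 95700001 to 95800000, −35.3 kb), CPA1 (chromosome 7, 130000001 to 130100000, −29.8 kb) and ELMO1 (chromosome 7, 36900001 to 37000000, −29.5 kb). These windows held 4, 5 and 3 PTF1A sites. The largest MED1 losses were at RTL1 and MEG3 (chromosome 14, 101300001 to 101400000, −14.5 kb, 3 sites), CPA1 (−8.23 kb) and ZFHX3 (chromosome 16, 72900001 to 73000000, −6.20 kb, 4 sites).

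The largest MED1 gains were at NR2F1 (chromosome 5, 92900001 to 93000000, 11.9 kb), NR2F2 (chromosome 15, 96800001 to 96900000, 10.8 kb) and HOXD3 (chromosome 2, 177000001 to 177100000, 10.7 kb), with 0 PTF1A sites. The largest H3K27ac gains were at SLC27A4, URM1 and CERCAM (chromosome 9, 131100001 to 131200000, 19.2 kb), in a window without coding genes (chromosome 15, 93800001 to 93900000, 18.5 kb) and at RGMA (chromosome 15, 93600001 to 93700000, 16.5 kb), with 0, 1 and 1 PTF1A sites. In each of these 6 gaining windows cover was higher in KO replicate 2 than in KO replicate 1. At HOXD3 it was 20.7 kb against 1.09 kb, and at RGMA 34.4 kb against 4.84 kb. The higher WT library had 0.348 kb at HOXD3 and 4.50 kb at RGMA. In the window without coding genes KO replicate 1 had 4.61 kb against 4.38 kb in the higher WT library. KO replicate 1 thus hardly gained there or at RGMA. At NR2F1, NR2F2 and SLC27A4 it had 8.22, 8.81 and 13.5 kb, against 1.62, 3.43 and 6.78 kb in the higher WT library.

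The 18 genes of the panel, regulators and targets of pancreatic development, had 72 PTF1A sites within 100 kb of their starts, and each gene had at least 1. H3K27ac WT-only regions numbered 30 at 9 genes and KO-only regions 4 at 3 genes. PTF1A and CPA1 had 7 H3K27ac WT-only regions each, NR5A2 had 4, and PDX1 and GATA4 had 3. MED1 WT-only regions numbered 10 at 6 genes and KO-only regions 5 at 4 genes. FOXA2, GATA6 and NKX6-1 had 0 WT-only regions of either mark.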

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

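The test in this part was chosen after the result had been seen. Peaks on unplaced or unlocalized sequences were outside the main comparisons. The 2 WT PTF1A libraries had 17 peaks there, while the KO PTF1A libraries had 0, which drew attention because the signal exceeds that of the KO libraries. H3K27ac had 49 such peaks in WT and 41 in KO, and MED1 had 41 and 47. A repeat artifact present in every library would put peaks into the KO PTF1A lists too, and their number there was 0. These lists held only 2 peaks each over the whole genome, so the absence adds little to the genome-wide absence of PTF1A peaks in KO. Loss of binding in the KO genotype and a failed immunoprecipitation in KO remain open as explanations.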

How the results depend on the processing

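Alternatives were applied to 31 results and gave 216 values. Of the 120 from changes in processing, 106 kept their direction and their side of the threshold or stayed within the spread, 13 moved and 1 lost significance. This count overstates stability. Results with an exact permutation test could not cross the threshold, so only a change of direction could count against them. The 120 also include 11 values with the replicate block and 4 with the crossed block, which repeat the main value by construction. Of the 96 that left out a library, 58 stayed, 32 moved and 6 changed direction. The crossed block and the combination of stratification with a left-out library were chosen after seeing the data. Where no cause is given, the cause was not tested.

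With peaks of −log10 q-value of at least 10, fewer peaks entered, and H3K27ac WT-only and KO-only regions fell to 344 and 331 and MED1 regions to 171 and 728. The odds ratio of H3K27ac gain at PTF1A sites was 0.589 and no longer significant, the PTF1A replicate overlap was 71.6% and 83.3%, and the PTF1A window ranked 11 for MED1 loss. With lists of equal length, MED1 WT-only and KO-only regions numbered 710 and 590, since this setting removes the difference in list length, and the PTF1A overlap was 75.1% and 75.3%. In windows of 50 kb and 200 kb, PTF1A ranked 5 and 13 for H3K27ac loss. The odds ratios of MED1 loss and gain, the motif differences and the promoter shares kept direction and side of the threshold under each processing alternative run on them. With lists of equal length the difference in MED1 at PTF1A sites was −9.63 points, without overlap of the groups. The H3K27ac and MED1 changes at the PTF1A locus kept their direction, where no exact permutation test could pass 0.05.

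Leaving out 1 library at a time makes absence or presence easier to meet, which raises counts. Across these 4 fits, H3K27ac WT-only regions ranged from 3351 to 15205 and KO-only regions from 2805 to 24373, and MED1 WT-only regions from 451 to 2063 and KO-only regions from 2575 to 8354. The H3K27ac similarity difference ranged from −0.105 to 0.218 and that of MED1 from 0.00825 to 0.171. The log2 ratio of H3K27ac covered length ranged from −0.11 to 0.00776, that of PTF1A peak number from −12.32 to −12.01 and that of PTF1A covered length from −12.12 to −11.34. PTF1A ranked 10 to 72 for H3K27ac loss and 3 to 11 for MED1 loss. The odds ratio of MED1 loss ranged from 3.03 to 7.31, that of MED1 gain from 0.25 to 0.559 and that of H3K27ac gain from 0.0379 to 0.108. The odds ratio of H3K27ac loss ranged from 0.538 to 2.42 and was below 1 without WT replicate 1 (0.538) and without WT replicate 2 (0.915). Within deciles of fold enrichment it was 1.58 without WT replicate 1, 2.72 without WT replicate 2, 2.14 without KO replicate 1 and 6.49 without KO replicate 2, so the reversal was not present once regions of like strength were compared.

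The labels give both genotypes replicate numbers 1 and 2 without saying that a number marks a shared batch. Across windows of 100 kb, same-numbered libraries deviated from their group means with a correlation of −0.242 for H3K27ac and 0.0277 for MED1, so the numbers were not shown to pair the libraries. With the replicate block the values were unchanged (the H3K27ac change at the PTF1A locus was −27.0 kb), the smallest possible p was 0.5, and 0 of 11 results passed 0.05. With the crossed pairing 0 of 4 H3K27ac results did.

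The 2 libraries per group limit every comparison of libraries, and the peak lists limit the H3K27ac results further, since their depth is unknown.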

Other observations

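The tests of differences between libraries with and without correction for GC content, of the divergent second KO library, of the gradients in mixed splits, of GC content together with promoter distance, of depth, of failed immunoprecipitation and of noise among weak peaks were chosen after the result they bear on had been seen. The marker lists were written after gains at SOX1, NR2F1, HOX and other neural genes had been seen, and leave those genes out, but they are not blind to that pattern.

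H3K27ac KO replicate 2 was unlike the other 3 libraries. Noise among weak peaks is argued against, because among peaks with a −log10 q-value of at least 10 its highest Jaccard index was 0.524, below the lowest of 0.656 among the other libraries. Cover within 10 kb of the starts of 22 neural marker genes averaged 5.61 kb in this library, against 1.43 and 1.34 kb in WT and 1.57 kb in KO replicate 1. The excess lay at percentile 100 of 10000 matched random lists, and 17 of the 22 genes had more cover than in any other H3K27ac library. The highest cover was 18.6 kb at POU3F2, 15.0 kb at SOX21, 14.9 kb at POU3F3 and 12.6 kb at PAX3, while OLIG2, EN1 and NKX6-2 had 0 kb. Of these genes, 7 had H3K27ac cover in WT, SOX21 among them, and none was on another list. MED1 KO replicate 2 had 2.90 kb at the same genes, against 0.442, 0.273 and 0.511 kb in the other MED1 libraries. Mesenchymal genes were also higher (percentile 99.9, 1.80 kb against 0.495 to 0.914 kb, up to 7.31 kb at PDGFRA). Of the 17 genes, 5 had cover in WT and 10 had more cover than in any other H3K27ac library. MED1 KO replicate 2 had 0.457 kb at these genes (percentile 98.85), against 0.101, 0 and 0.335 kb in the other MED1 libraries. COL3A1, LUM and DCN had 0 kb in H3K27ac KO replicate 2, as OLIG2, EN1 and NKX6-2 did among the neural genes. Mesenchymal cells stay undecided. Liver genes (percentile 0.23) and endocrine genes (percentile 0) were lower, which argues against those cells and against a general gain of every other cell type. For intestinal genes (percentile 6.66) and pluripotent genes (percentile 89.3) the test was not decisive. A candidate explanation is that this KO culture held neural cells, which could also account for gains at SOX1, RGMA and HOXD3. Whether such cells come from this differentiation run or from the genotype is not settled by 1 library, and KO replicate 1 did not share the neural gain. KO replicate 1 departed at other lists, measured against the other 3 libraries. Its endocrine genes had 5.86 kb of H3K27ac against 4.31 and 4.08 kb in WT and 1.34 kb of MED1 against 0.19 and 0.217 kb, at percentile 100 for both. Its liver genes lay at percentile 99.9 for both. The comparison includes KO replicate 2, which was low at these lists, so the percentiles overstate the difference from WT.

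Loss at PTF1A-bound regions was set against technical explanations. For MED1, the contrasts of mixed genotypes gave at most an odds ratio of 2.36, below the interval of 6.30 to 9.67. Within deciles of GC content the mixed contrasts gave at most 0.862, and with promoter distance together at most 0.613. The odds ratio was 9.60 within deciles of fold enrichment, 2.61 far from promoters, 2.05 within deciles of GC content, and 1.58 (95% interval 1.18 to 2.11) with GC content and promoter distance together. Judged by KO replicate 1 alone it was 7.31. For H3K27ac the mixed contrasts gave at most 0.336, at most 0.346 within deciles of GC content and at most 0.307 with promoter distance together. The genotype contrast gave 5.68 within deciles of fold enrichment, 1.67 far from promoters and 1.78 within deciles of GC content. With GC content and promoter distance together it gave 1.59 (95% interval 1.43 to 1.77). Judged by KO replicate 1 alone the uncorrected value was 2.42, and by KO replicate 2 alone 1.16. Without WT replicate 1 it was 0.538, and without WT replicate 2 it was 0.915. Within deciles of fold enrichment the values with a library left out were 1.58 to 6.49. The values for GC content and promoter distance were obtained with all libraries only. With all libraries used, each corrected odds ratio stayed above 1 with its 95% interval. This argues against peak strength, promoter distance and GC content as the whole cause in the libraries at hand. The values judged by KO replicate 1 alone argue against the divergent second KO library as the whole cause. Differences between libraries are not excluded by the mixed contrasts. Every mixed contrast requires absence from a WT library, while PTF1A sites were defined in WT cells. These contrasts are therefore no neutral reference for loss in KO. Much of the MED1 odds ratio, however, went with GC content and distance from promoters, since lost MED1 regions had a median GC content of 46.9% against 65.7% in regions of all 4 libraries.

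The hypothesis that stronger PTF1A binding goes with more loss was tested on the same regions. Binding strength was the lower of the 2 WT libraries' −log10 q-values at a site. Loss of MED1 was 44.7% of 262 regions at the strongest PTF1A sites and 7.25% of 262 at the weakest (odds ratio 10.3, Fisher's exact p = 8.50e-24). Loss of H3K27ac was 24.5% of 1065 against 6.92% of 1070 (odds ratio 4.37, Fisher's exact p = 4.12e-30). Sites with the composite motif lost MED1 in 29.3% of cases against 18.2% without it (odds ratio 1.86, Fisher's exact p = 0.00264), and H3K27ac in 22.4% against 12.7% (odds ratio 1.99, Fisher's exact p = 6.61e-11). In windows with MED1 in both WT libraries, cover was lower in both KO libraries in 27.3% of windows with 3 or more PTF1A sites and in 4.30% of windows with none (odds ratio 8.37, Fisher's exact p = 3.44e-29). By binding strength, contrasts of mixed genotypes gave at most 0.819 for MED1 and 0.505 for H3K27ac. For MED1 windows they gave at most 1.76. These values lay below the interval of the genotype contrast. For H3K27ac by the composite motif they gave at most 1.44, from 3 lost regions with the motif and 11 without. The 95% interval of that mixed value, 0.401 to 5.19, holds the genotype value of 1.99. For MED1 by the composite motif a mixed contrast gave 7.05, from 1 lost region with the motif and 1 without. Neither composite-motif gradient is thus separated from differences between libraries. For the other gradients too, every mixed contrast requires absence or lower cover in a WT library, so it is no neutral reference. The other gradients are consistent with a direct dependence of MED1 and H3K27ac on PTF1A, as a hypothesis. None was corrected for GC content or for distance from promoters.

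The absence of PTF1A peaks from the KO libraries was set against depth. Lower depth would shrink all sites alike, so the sites strongest in WT would keep a peak in KO. At the 2 places with KO peaks the WT pileup was at most 82 fragments. A higher pileup in both WT libraries was found at 428 PTF1A sites, and all 428 had no peak in either KO library, which argues against shallower KO libraries as the whole cause. At the chromosome 14 peak the lowest KO pileup was 44 fragments, above both WT values of 33 and 40, but at the chromosome X peak KO replicate 2 had 20 against 28 and 82 in WT. At the chromosome X place the local backgrounds of the WT libraries, 1.27 and 1.37, equalled the lowest of each library. The KO values there were 1.76 and 1.5. If these too are genome-wide values, they argue against shallower KO libraries, but 1 place cannot show that they are. A smaller difference in depth is therefore not excluded. By the PTF1A lists alone, a failed immunoprecipitation in both KO libraries cannot be told apart from loss of the protein. In separate immunoprecipitations, the region over the PTF1A start had H3K27ac and MED1 peaks in both WT libraries and none in KO. That is a reason to expect less PTF1A in KO, but it does not rule out a failed PTF1A immunoprecipitation. The KO libraries had 0 PTF1A peaks at places without a WT peak, and the chromosome 14 place had MED1 peaks in all 4 MED1 libraries, so it does not separate antibody signal from open chromatin.

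The longer MED1 lists of the KO libraries were not explained by deeper KO libraries, since their higher background was 1.51 fragments per position against 1.6 and 1.65 in WT. Of the KO-only MED1 regions, 79.1% overlapped an H3K27ac region present in all 4 H3K27ac libraries, and 3.12% a KO-only H3K27ac region. This is consistent with better detection of regions that are active in both genotypes. WT-only MED1 regions overlapped H3K27ac regions of all 4 libraries in 71.6% of cases, a share not far below, so a change of MED1 at regions that stay acetylated remains open.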
